A study of Arabidopsis thaliana with 6 samples.

How the data were processed

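RNA was measured by sequencing of polyadenylated RNA from whole Arabidopsis thaliana plants of the Columbia accession, with 3 wild type and 3 prmt5 mutant libraries. The plants were 15 days old, had been stratified for 4 days and were grown at 22 °C under continuous white light, per the labels. Libraries were made from 3 µg of total RNA with 12 PCR cycles, per the labels' protocols. The aligner, the counting program, the annotation and the genome build are not given in the sources used here. The deposited tables hold whole-number counts per library for genes, exon bins, intron bins and splice junctions, per the file headers and the values, and no normalization was applied to them. Bins are the pieces of a gene that its annotated exons and introns fall into. Summed exon bin counts exceeded summed gene counts in all 6 libraries, so a read can be counted in more than 1 bin. Whether the counting used the strand is not given in the sources used here, so values of genes that overlap another gene are uncertain.

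The gene table held 33602 genes, of which 6341 had a count of 0 in all libraries, and 0 rows named no gene. The other tables held 158089 exon bins, 120720 constitutive intron bins, 2515 bins of annotated retained introns, 5547 whole introns that overlap other bins and 173425 junctions. In 3 genes with more than 100 intron reads and 0 exon bin reads in wild type replicate 2, the gene count was 0, so intron reads did not enter the gene counts there. These 3 genes do not settle whether reads of annotated retained introns enter gene counts. Nuclear coordinates were checked against the TAIR10.1 assembly. Of 32835 genes matched by locus tag, 32834 overlapped the reference gene, and 98.8% of 114931 whole introns began with GT and ended with AG on the annotated strand. Coordinates below are those of the deposited tables, from 1, on the assembly so matched. Gene symbols and strands came from the reference annotation by locus tag, apart from the symbols in the lists below; the reference symbol of PRMT5 is SKB1.

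Genes were tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3 (robust fits, TMM factors, default expression filter), and called at a Benjamini-Hochberg adjusted p under 0.05. Intron and exon bins were tested with the same model, with the logarithm of the gene's count plus 1 in the same library as the offset, so that the log2 change is that of the bin relative to its gene. Bins needed at least 10 reads in at least 3 libraries and a gene with a mean count of at least 20; exon bins also needed a gene with at least 2 such bins, and whole introns that overlap other bins were left out. Junctions that share a start or an end position were joined into clusters, and each junction with at least 10 reads in at least 3 libraries was tested against its cluster with diffSpliceDGE of edgeR. Standard errors of log2 changes were derived from the coefficient and its F value. CPM values are those of edgeR after TMM scaling. The share of bin counts in introns and the share of junction counts outside annotated introns were compared by two-sided exact permutation tests, which with 3 against 3 libraries cannot give a p below 0.1.

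For introns that span a whole annotated intron with GT and AG ends on a nuclear chromosome, the 5′ splice site was scored as the sum of log2 ratios of base frequencies to 0.25 over the last 3 exonic and first 6 intronic bases, with frequencies from 115613 annotated introns that begin with GT. Introns with raised retention were compared with all other tested introns by two-sided permutation tests with 100000 resamples (scores, length, GC content) and by Fisher's exact test (shares). Event classes of bins are those given in the tables, each compared with all other tested bins of its table by Fisher's exact test with adjustment over 12 classes. A list of 20 circadian clock genes and a list of 21 flowering time genes were fixed before the data were examined, as were the tests, most other settings and the rule for naming features.

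The rule named PRMT5, FLC and PRR9 always, and for PRR9 the intron, exon bin and junction with the smallest p. It named the 3 called genes with the largest rise and the 3 with the largest fall among those with a mean CPM of at least 5 and no overlap between the groups. It named the same numbers of called introns, exon bins and junctions with a mean count of at least 50 and no overlap of their ratio to the gene or cluster, with at most 1 per gene in each direction. From each list it named up to 5 called members by smallest p. Introns and junctions of PRMT5 were chosen after their values were seen.

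The tests were tried on simulated counts with the real means and library sizes and 200 features changed. Of 67 genes changed by 1 on the log2 scale 76.1% were recovered, against 10.4% of 67 introns, 47.8% of 67 exon bins and 4.48% of 67 junctions. At 2 on the log2 scale the recovered shares were 95.5%, 73.1%, 91.0% and 55.2%, and at 3 they were 100%, 97.0%, 100% and 89.4%. The junction changed in a cluster was its weakest. Sizes 2 and 3, and the choice of the weakest junction, were set after a first simulation of size 1 had recovered few junctions and introns. False calls made up 11.7% of the calls among 21949 genes, 5.51% among 34408 introns and 7.56% among 121498 exon bins. The share was 1.98% for junctions, of which 5020 were simulated, with the other junctions of changed clusters left out of the scoring. Unchanged simulated bins had a fixed ratio to their gene, so uneven coverage along genes was not simulated.

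The alternatives tried were RLE normalization, DESeq2 1.42.0, other filters on low counts, a minimum change of 1.5-fold, the replicate number as a block, other references for bins and other clusters for junctions, matched backgrounds, and each library left out in turn. After the data had been seen, further settings were added. These were a covariate for uneven coverage along genes, local references for introns and exon bins, intronic shares without the 10 highest intron bins, the table's own mark of unannotated junctions, and splice site, length and GC comparisons on the introns called with the local reference. When few exon bins were called, an earlier form of the edgeR quasi-likelihood fit, which called fewer, and the edgeR likelihood ratio test, which called more, were also tried on them. The test fixed beforehand was kept, and neither is among the settings counted here. Shares and folds against a count of 0 cover counting error only, since PCR reads without molecular identifiers are not independent molecules. Chloroplast and mitochondrial introns were left out of the sequence comparisons because their coordinates were not compared with the reference.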

Results

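Polyadenylated RNA of whole 15-day-old plants was sequenced from wild type and from a mutant of PRMT5, a protein arginine methyltransferase gene, with 3 libraries of each. Total gene counts were 38511294, 59480457 and 29145068 in wild type replicates 1, 2 and 3, and 34112844, 40150358 and 33099525 in prmt5 mutant replicates 1, 2 and 3. Junction counts per library lay between 13167696 and 26480072. The 10 most abundant genes took 7.37% to 8.42% of the gene counts in the wild type libraries and 5.54% to 5.92% in the mutant libraries. Read density along genes differed between libraries. The median log2 ratio of exonic read density in the part of a gene nearest its 3′ end over the part nearest its 5′ end, with genes divided into 3 equal parts, was 1.80, 1.37 and 1.45 in wild type replicates 1, 2 and 3, and 0.85, 0.93 and 1.44 in prmt5 mutant replicates 1, 2 and 3.

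**Figure D1:**
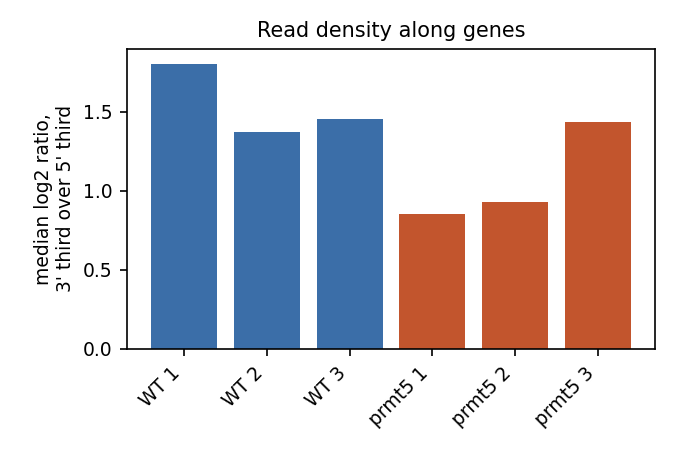
Median log2 ratio of exonic read density in the part nearest the 3′ end over the part nearest the 5′ end of genes with a mean count of at least 100, 1 bar per library (blue wild type, orange prmt5 mutant). Mutant replicates 1 and 2, at 0.85 and 0.93, lie below the other libraries, and mutant replicate 3, at 1.44, lies among the wild type libraries.

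The targeted gene was examined first. PRMT5 (AT4G31120, chromosome 4, 15132011 to 15136639) had 1385, 1670 and 865 reads in wild type replicates 1, 2 and 3, and 1915, 2438 and 1840 reads in the mutant replicates. Its expression was 31.9 ± 3.2 CPM (SD, n = 3) in wild type and 56.1 ± 2.50 CPM (SD, n = 3) in the mutant, a log2 change of 0.81 ± 0.10 (SE; edgeR adjusted p = 0.000110). PRMT5 splicing separated the genotypes in all 6 libraries. Its intron at 15132630 to 15132724 had 15, 5 and 8 reads in the wild type libraries and 196, 301 and 206 in the mutant libraries, a log2 change relative to the gene of 3.95 ± 0.29 (SE; edgeR adjusted p = 1.15e-11). Reads spliced over this intron numbered 165, 226 and 93 in wild type and 20, 16 and 18 in the mutant. A junction with the same acceptor and a donor 7 bases further into the upstream exon had 0 reads in each wild type library and 28, 48 and 31 reads in the mutant libraries. That junction made up 66.5% of the 161 mutant reads of the cluster. With a floor of 3 counts over the wild type group, its share was at least 107-fold higher in the mutant. PRMT5 shares its 3′ end with a neighbouring gene, and this intron lies outside the shared stretch.

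**Figure D2:**
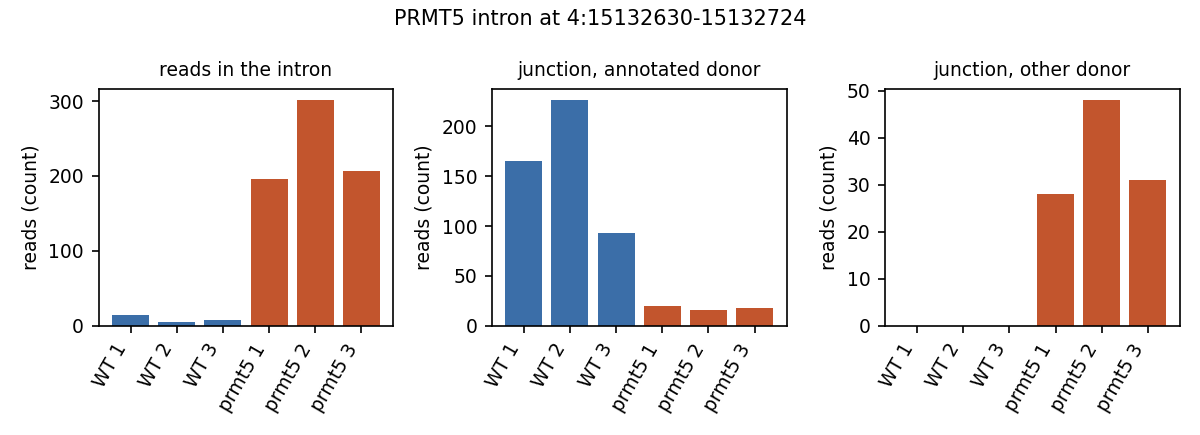
Reads in the PRMT5 intron at 15132630 to 15132724 on chromosome 4 (left), reads spliced over it from the annotated donor (middle) and reads spliced from another donor (right), as counts, 1 bar per library. The other donor has 0 reads in each wild type library and 28 to 48 in the mutant libraries.

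The first comparison asked which genes differ in expression between the genotypes. Of 21949 genes tested, 7568 were called, 4074 higher and 3494 lower in the mutant, by the edgeR quasi-likelihood test. Among called genes the median log2 change was 0.63 for those higher and -0.64 for those lower. The alternative that moved this number most was a covariate for coverage along genes, chosen after seeing the data, under which 4083 genes were called. Across genes, which are not independent replicates, the change rose with exonic length (Spearman rho 0.25), and a relation of similar size was found between wild type replicates 1 and 2 (rho -0.26).

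Among well-expressed called genes without overlap of the groups, the largest rises were in AT5G28335, GPT2 and AT1G13609. AT5G28335, annotated as a pseudogene on chromosome 5, went from 0.192 ± 0.0585 to 15.8 ± 2.71 CPM (SD, n = 3 each), a log2 change of 6.32 ± 0.24 (SE; edgeR adjusted p = 1.01e-07). GPT2 (AT1G61800) went from 1.65 ± 1.6 to 31.8 ± 14.4 CPM, with a log2 change of 4.28 ± 0.84 (edgeR adjusted p = 0.0214), and was not called without wild type replicate 2 (adjusted p 0.0695), without wild type replicate 3 (0.0844) or without prmt5 mutant replicate 2 (0.0565); without wild type replicate 1 its log2 change was 5.48. AT1G13609, which encodes a defensin-like protein, went from 117 ± 100 to 1773 ± 454 CPM, with a log2 change of 3.92 ± 0.75 (edgeR adjusted p = 0.0176), and 4.90 without wild type replicate 1. The largest falls were in AT3G01345, AT3G59930 and AT3G16670. AT3G01345 fell from 52.7 ± 33.4 to 0.831 ± 0.0785 CPM, with a log2 change of -5.98 ± 0.81 (edgeR adjusted p = 0.00703). AT3G59930, also defensin-like, fell from 14.2 ± 12.8 to 0.382 ± 0.0292 CPM, with a log2 change of -5.21 ± 1.36 (edgeR adjusted p = 0.0467). It stayed called when wild type replicate 1 was left out and was not called when any of the other 5 libraries was, with adjusted p from 0.0626 to 0.140, and its log2 change was -4.30 without wild type replicate 2. It was also not called with no filter on low counts (adjusted p 0.0611). AT3G16670 fell from 38.6 ± 4.71 to 2.01 ± 0.941 CPM, with a log2 change of -4.26 ± 0.32 (edgeR adjusted p = 0.000122). The defensin-like genes belong to a multigene family, and how reads shared between members were counted is not given in the sources used here.

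The second comparison asked which introns hold more or fewer reads relative to their gene. Of 34408 introns tested in 12275 genes, 9606 were called by edgeR, 9190 higher and 416 lower in the mutant. The raised introns lay in 6043 genes, and their median log2 change was 1.70. Over all tested introns the median log2 change was 0.46, and 76.3% had a positive change. The covariate for coverage along genes, chosen after seeing the data, moved the number most among settings with the same introns, to 5647 called introns, 5519 of them higher. With the reads spliced over the same intron as the reference, also chosen after seeing the data, 30174 introns were tested and 7982 were higher and 305 lower.

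**Figure D3:**
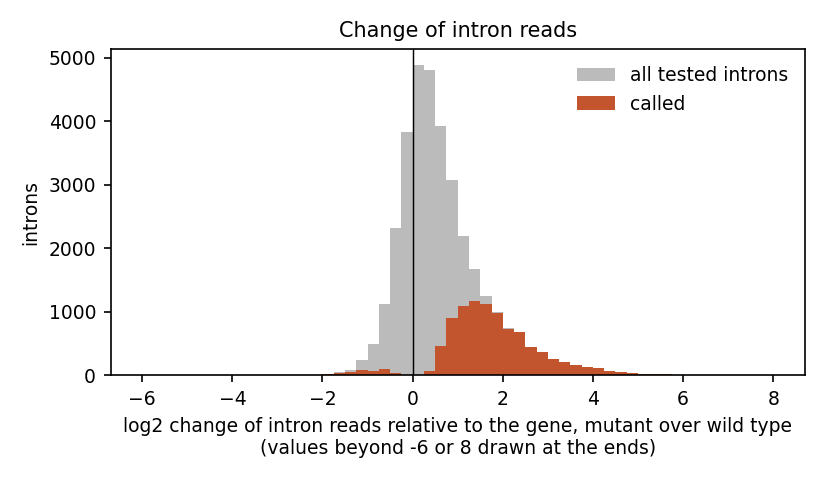
Distribution of the log2 change of intron reads relative to the gene, mutant over wild type, for all 34408 tested introns (grey) and the 9606 called ones (orange), with the number of introns on the vertical axis. Of the called introns 9190 lie above 0.

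The largest rises among introns with a mean count of at least 50 included those in AT1G12730 and AT1G24510. The intron of AT1G12730 at 4334847 to 4334953 on chromosome 1 had 0 reads in every wild type library and 152, 149 and 129 reads in the mutant libraries (edgeR adjusted p = 2.80e-08). With a floor of 3 counts over the wild type group, its ratio to the gene was at least 19.2-fold higher in the mutant. The annotated retained intron of AT1G24510 at 8687690 to 8687902 on chromosome 1 rose from 0.0657 ± 0.0209 to 4.31 ± 0.797 reads per 100 gene reads (SD, n = 3 each; log2 change 6.09 ± 0.31, edgeR adjusted p = 2.55e-15). Under the same limits, the largest falls were in AT3G25840, GLR3.4 and AT5G53850. The AT3G25840 intron at 9452184 to 9452492 on chromosome 3 fell from 5.59 ± 0.643 to 0.454 ± 0.117 reads per 100 gene reads (log2 change -3.61 ± 0.26, edgeR adjusted p = 6.64e-12), but relative to reads spliced over it the log2 change was 0.32 with an adjusted p of 0.593. The GLR3.4 (AT1G05200) intron at 1507807 to 1507885 on chromosome 1 fell from 2.16 ± 0.217 to 0.681 ± 0.183 reads per 100 gene reads (log2 change -1.68 ± 0.27, edgeR adjusted p = 1.34e-05), and was not called against library size (log2 change -0.48, adjusted p 0.217). The AT5G53850 intron at 21863701 to 21864088 on chromosome 5 had a log2 change of -1.63 ± 0.25 (edgeR adjusted p = 5.72e-06).

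Genes with a raised intron were more often higher in the gene test. Of 6043 such genes 2281 were called higher and 575 lower, against 785 higher and 1153 lower among 6232 genes with tested introns of which none was raised.

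As a share of all exon and intron bin counts, introns took 3.93%, 3.73% and 3.80% in wild type replicates 1, 2 and 3, and 4.83%, 5.02% and 5.35% in the mutant replicates. The means were 3.82% ± 0.102 (SD, n = 3) and 5.07% ± 0.265 (SD, n = 3), a ratio of 1.33, with an exact permutation p of 0.1, the smallest that 3 against 3 libraries allow. The median ratio of intron to gene counts over tested introns moved this result most, with a ratio of the genotypes of 1.65.

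**Figure D4:**
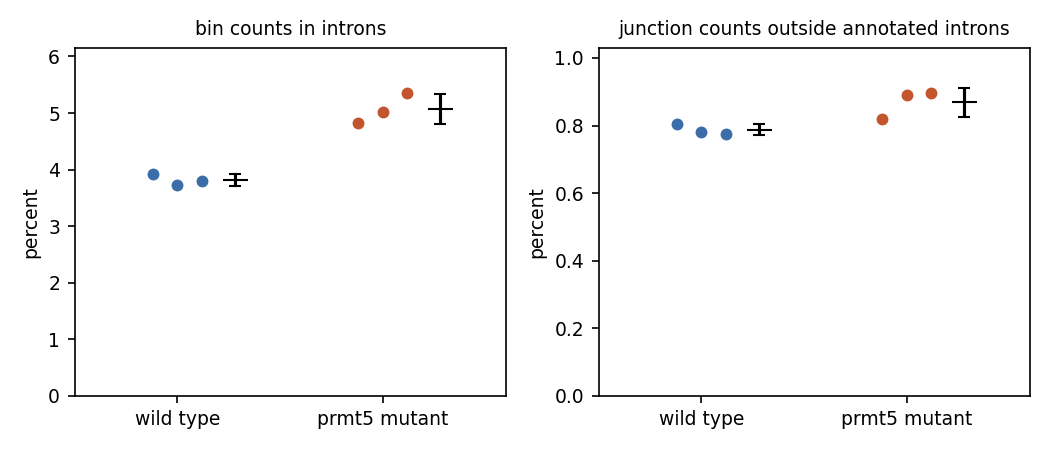
Percent of bin counts in introns (left) and percent of junction counts outside annotated introns (right); each point is a library, and the bar is the group mean with its SD (n = 3). All 3 mutant libraries lie above all 3 wild type libraries in both panels, at 4.83% to 5.35% against 3.73% to 3.93% on the left.

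The next comparison asked whether introns with raised retention differ in their 5′ splice site, length or base composition. Of 31062 tested whole introns 8182 were raised. Their mean 5′ splice site score was 5.59 (SD 2.09, n = 8182) against 7.05 (SD 2.24, n = 22880) for all other tested introns, a difference of -1.45 (permutation p = 1e-05, the smallest that 100000 resamples can give; adjusted over 3 measures 1e-05). G was the last exonic base in 64.4% of raised introns and in 82.7% of the others (Fisher's exact test, p = 5.98e-238). G was at intron base 5 in 42.4% and 47.9% (Fisher's exact test, p = 6.13e-18). Raised introns had a median length of 116 bases against 104 and a median GC content of 32.9% against 33.4%, each with a permutation p of 1e-05, the smallest that the resamples can give, and 1e-05 after adjustment. Matched on mean intron count the difference in score was -1.35, and among introns called against spliced reads, chosen after seeing the data, it was -1.70, the value furthest from -1.45. Introns are not independent replicates, and these tests describe the introns of 6 libraries.

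**Figure D5:**
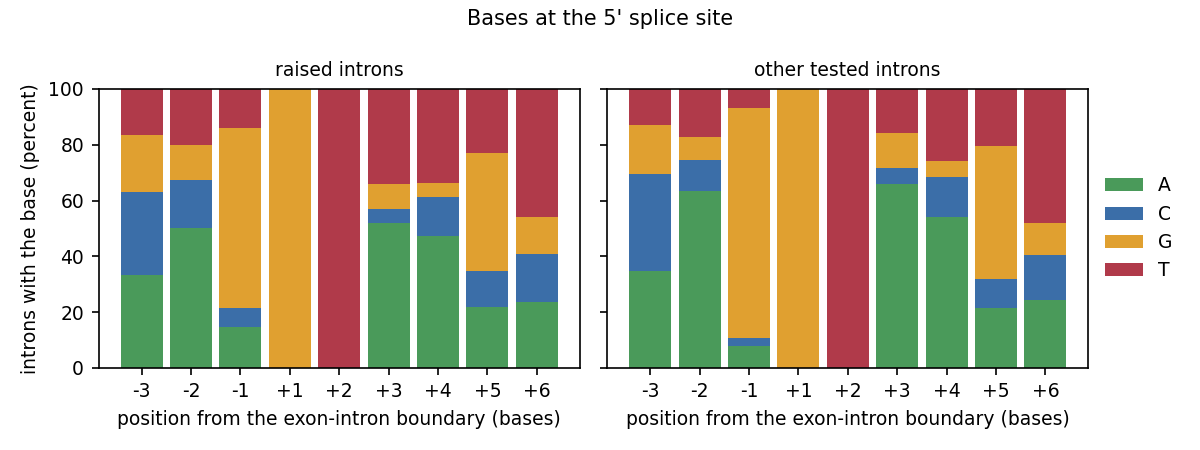
Percent of introns with each base at the last 3 exonic and first 6 intronic positions, for raised introns (left, n = 8182) and all other tested introns (right, n = 22880). G at the last exonic base falls from 82.7% on the right to 64.4% on the left.

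Exon bins were compared in the same way. Of 121498 exon bins tested, 138 in 95 genes were called by edgeR, 100 higher and 38 lower in the mutant, while 21238 had an unadjusted p under 0.05. The number depended on the libraries more than in any other test. It was 11253 without prmt5 mutant replicate 3 and 54, 68, 53, 52 and 47 without wild type replicates 1, 2 and 3 and prmt5 mutant replicates 1 and 2. DESeq2 called 1465, and with library size as the reference 29527 were called. With the neighbouring exon bins as the reference, chosen after seeing the data, 136 were called, 70 higher and 66 lower, of which 55 were among the 138. Across exon bins, which are not independent replicates, the change went with position from the 5′ end of the gene (Spearman rho -0.67).

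Among called exon bins with a mean count of at least 50 and no overlap of the groups, the largest rises were in FP3, AT4G25170 and AT4G04340. The FP3 (AT5G63530) bin at 25433341 to 25433386 on chromosome 5 went from 0.359 ± 0.0724 to 8.59 ± 0.745 reads per 100 gene reads (SD, n = 3 each; log2 change 4.57 ± 0.20, edgeR adjusted p = 8.88e-06). The skipped-exon bin of AT4G25170 at 12910413 to 12910457 on chromosome 4 had a log2 change of 4.41 ± 0.38 (edgeR adjusted p = 0.00173), and of 5.31 without wild type replicate 1. The AT4G04340 bin at 2122908 to 2123117 on chromosome 4 had a log2 change of 3.35 ± 0.32 (edgeR adjusted p = 0.00231) and was not called against its neighbouring bins (adjusted p 0.0675). Under the same limits, the largest falls were in AT3G25840, AT5G17530 and AT5G50310. The AT3G25840 bin at 9452493 to 9452558, which adjoins the lowered intron of that gene, fell from 14.5 ± 3.51 to 1.09 ± 0.551 reads per 100 gene reads (log2 change -3.75 ± 0.28, edgeR adjusted p = 0.00144). The alternative 5′ splice site bin of AT5G17530 at 5781881 to 5781884 on chromosome 5 had a log2 change of -3.13 ± 0.32 (edgeR adjusted p = 0.00298). The AT5G50310 bin at 20479012 to 20479080 on chromosome 5 had a log2 change of -2.55 ± 0.36 (edgeR adjusted p = 0.0243). It stayed called without prmt5 mutant replicate 3 (adjusted p 0.00718) and lost the call without each of the other 5 libraries, with adjusted p from 0.0663 to 0.176, with the coverage covariate (log2 change -2.46, adjusted p 0.151) and against its neighbouring bins (log2 change -0.65, adjusted p 0.598).

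Splice site choice was compared through junctions. Of 5020 junctions in 2344 clusters, 255 in 219 clusters were called by diffSpliceDGE of edgeR, 137 higher and 118 lower in the mutant. Of the 255 called, 153 matched no annotated intron, of which 103 were higher and the others lower. With the cluster total as the offset 496 were called, with the coverage covariate, chosen after seeing the data, 130, and in clusters that share an end, with 2629 junctions tested, 117. Among called junctions with a mean count of at least 50 and no overlap of the groups, the largest rises were in unannotated junctions of AT4G19985, CCD1 and TAFII15; the PRMT5 junction from the other donor rose more and has a lower mean count. The AT4G19985 junction over 10830914 to 10831001 on chromosome 4 went from 2.60% ± 1.39 to 60.8% ± 4.27 of its cluster (SD, n = 3 each; log2 change 4.46 ± 0.33, edgeR adjusted p = 1.43e-11; 5.05 without wild type replicate 2). The CCD1 junction over 23455014 to 23455135 on chromosome 3 went from 0.273% ± 0.193 to 3.95% ± 0.217 (log2 change 4.06 ± 0.41, edgeR adjusted p = 8.55e-09; 3.32 without wild type replicate 2). In TAFII15 (AT4G31720), the junction over 15355050 to 15355446 on chromosome 4 went from 5.92% ± 2.60 to 70.5% ± 3.00 of its cluster (edgeR adjusted p = 3.28e-11). In a different cluster of TAFII15, the annotated junction over 15355516 to 15355611 fell from 92.2% ± 1.05 to 15.5% ± 2.62 (log2 change -2.57 ± 0.24, edgeR adjusted p = 1.27e-09). These TAFII15 junctions share no start or end, so their percentages are not shares of 1 total. Under the same limits, the other largest falls were in annotated junctions of AT5G17530, over 5781885 to 5781978 on chromosome 5 (30% ± 4.56 to 3.13% ± 2.16, edgeR adjusted p = 1.63e-06), and SR45a, over 2258603 to 2258749 on chromosome 1 (48.6% ± 3.44 to 13.6% ± 2.84, edgeR adjusted p = 1.56e-05). The SR45a junction was not called among junctions that share its start (log2 change -0.15, adjusted p 1).

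Junction counts outside annotated introns made up 0.787% ± 0.0165 (SD, n = 3) of junction counts in wild type and 0.868% ± 0.0420 (SD, n = 3) in the mutant, a ratio of 1.10, with an exact permutation p of 0.1, the smallest that the design allows. Among junctions with at least 10 reads in at least 3 libraries, the setting that moved it most, the ratio was 1.22.

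By event class, 3.16% of 824 alternative 5′ splice site bins were called (26 bins, 23 higher), against 0.0928% of all other tested exon bins (Fisher's exact test, adjusted p = 1.42e-28). Skipped-exon bins were called in 1.52% of 526 cases, against 0.107% of the others (Fisher's exact test, adjusted p = 5.69e-07). Alternative 3′ splice site bins were called in 0.351% of 1709 cases, against 0.110% (Fisher's exact test, adjusted p = 0.0236). Among intron bins, annotated retained introns of the class IR were called less often than the others, in 23.2% of 1653 against 28.2% (Fisher's exact test, adjusted p = 2.43e-05). In a second class of retained introns, IR*, 32.7% of 226 were called against 27.9% of the others (Fisher's exact test, adjusted p = 0.157). What the asterisk marks is not given in the sources used here. In the exon class Alt5ss*, 3.57% of 168 bins were called against 0.109% (Fisher's exact test, adjusted p = 1.89e-07). In the exon classes Alt3ss* and ES*, 0 of 352 and 0 of 98 bins were called, against 0.114% of the others in each case.

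The last comparison concerned lists fixed beforehand, because the mutant has reported clock and flowering phenotypes. Of 20 circadian clock genes, all 20 were tested and 14 were called over all genes, 10 higher and 4 lower, by edgeR, and 14 when adjusted over the list alone. Leaving out wild type replicate 3 lowered the number most, to 9. The called members with the smallest p were GI, PRR7, TOC1, PRR3 and LUX, all higher in the mutant in 3 of 3 libraries. Their log2 changes were 1.44 ± 0.14 (GI, edgeR adjusted p = 3.21e-05), 1.01 ± 0.14 (PRR7, 0.000275), 0.92 ± 0.13 (TOC1, 0.000303), 1.52 ± 0.20 (PRR3, 0.000717) and 0.66 ± 0.12 (LUX, 0.00189). PRR9 (AT2G46790) went from 9.56 ± 1.6 to 43.0 ± 17.5 CPM (SD, n = 3 each), a log2 change of 2.17 ± 0.33 (edgeR adjusted p = 0.00428). The PRR9 intron at 19233551 to 19233637 on chromosome 2 rose from 1.66 ± 1.04 to 7.06 ± 0.715 reads per 100 gene reads (log2 change 1.94 ± 0.36, edgeR adjusted p = 8.18e-05; 2.64 without wild type replicate 2). The PRR9 exon bin with the smallest p, at 19233161 to 19233322, was not called (log2 change 0.70 ± 0.18, edgeR adjusted p = 0.202), and its change was -0.20 against its neighbouring bins. The PRR9 junction with the smallest p, over 19233323 to 19233419, was not called either (log2 change -0.77 ± 0.54, edgeR adjusted p = 0.764). It had few reads, 10, 12 and 6 in the wild type libraries and 43, 10 and 32 in the mutant libraries. Its share of the cluster was 47.7% ± 4.32 in wild type and 26.3% ± 9.65 in the mutant (SD, n = 3 each), without overlap. A change in its use is therefore not excluded.

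Of 21 flowering time genes, 20 were tested and 10 were called over all genes, 3 higher and 7 lower, by edgeR, and 11 when adjusted over the list alone. The called members with the smallest p were FLK, MAF5, SPL3, MAF4 and FLM. FLK (AT3G04610) went from 54.7 ± 6.14 to 151 ± 5.77 CPM (SD, n = 3 each), a log2 change of 1.46 ± 0.11 (edgeR adjusted p = 2.70e-06). MAF5 fell from 10.1 ± 1.21 to 2.25 ± 0.406 CPM, with a log2 change of -2.17 ± 0.18 (edgeR adjusted p = 8.42e-06). The log2 changes of SPL3, MAF4 and FLM were -1.33 ± 0.20, -1.11 ± 0.22 and 0.56 ± 0.11 (edgeR adjusted p 0.000444, 0.00264 and 0.00296). SPL3 overlaps an antisense gene, and MAF4, MAF5 and FLM belong to a gene family, so reads may have been shared. MAF4 was not called with the coverage covariate (adjusted p 0.0875), and the change of FLM is under 1.5-fold. FLC (AT5G10140) had 1.64, 0.493 and 0.214 CPM in wild type replicates 1, 2 and 3, from 64, 28 and 6 reads, and 1.87, 1.69 and 2.25 CPM in the mutant replicates. Its log2 change of 1.28 ± 0.56 was not called (edgeR adjusted p = 0.103), and without wild type replicate 1 it was 2.34 and was called (adjusted p 0.00108). It was also called by DESeq2 and with the coverage covariate.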

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

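The coverage covariate, the local references for introns and exon bins, the intronic share without its 10 highest bins, the table's own mark of unannotated junctions and the comparisons on locally referenced introns were chosen after seeing the data; the other settings were planned. Of 120 values of summary results under other settings, 24 moved, 0 reversed and 96 did neither. The tolerance was 1.5 times for a count of calls and 1 SD of the replicates on the log2 scale for a share. For a result with a test it was the direction and the side of the threshold, whatever the size, and for the shares with G on matched backgrounds the direction alone. Of 583 values of single features, 554 kept their direction and side of the threshold, 23 lost the call, 4 gained it and 2 reversed. Of 14 values of other event classes, 13 kept both and 1, that of external exon bins with diffSpliceDGE, gained the call.

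With the coverage covariate, 4083 genes, 5647 introns, 51 exon bins and 130 junctions were called, in place of 7568, 9606, 138 and 255. Of the calls without it, 49.0%, 56.4%, 34.8% and 49.0% were shared. Calls higher in the mutant made up 66.2% of the 130 junctions, against 53.7% of the 255. The covariate is partly confounded with genotype and takes a degree of freedom, so which of these lowered the counts was not tested. A minimum change of 1.5-fold left 4200 genes by its construction. A minimum of 30 reads left 5837 introns and 143 junctions, with 13571 introns and 1408 junctions tested.

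For exon bins, library size as the reference called 29527, DESeq2 1465 and diffSpliceDGE 305. The log of the gene count as the offset removes changes of the gene, which library size leaves in. Leaving out 1 library gave between 47 and 11253 calls, the highest without prmt5 mutant replicate 3. With the neighbouring exon bins as the reference the share of calls that were higher was 51.5%, against 72.5%. For junctions, clusters that share a start held 141 calls and clusters that share an end held 117, from 2643 and 2629 junctions tested, and the cluster total as the offset gave 496; the cause of the last was not tested.

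The replicate numbers were checked for pairing. Correlations of deviations from the group means between same-numbered libraries, across genes, were -0.11, -0.05 and -0.02, so the samples share only a number. With the replicate number as a block, 6830 genes, 8944 introns, 42 exon bins and 211 junctions were called, and 12 clock genes and 9 flowering time genes; the block takes degrees of freedom, and whether that lowered the exon bin count was not tested. GPT2 (adjusted p 0.102) and the AT5G50310 exon bin (adjusted p 0.129) were the named calls lost under it.

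Leaving out 1 library gave 5099 to 8009 genes, 7384 to 8855 introns and 178 to 230 junctions. It gave 9 to 16 clock genes, the lowest without wild type replicate 3, and 8 to 12 flowering time genes. DESeq2 called 14 clock genes and 10 flowering time genes, and the coverage covariate 10 and 8.

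The log2 ratio of the intronic share, 0.41, became 0.73 with the median intron to gene ratio, which weights introns alike, and 0.25 with whole introns that overlap other bins kept in. The log2 ratio of the unannotated junction share, 0.14, became 0.28 with a minimum of 10 reads in 3 libraries; the cause of these shifts was not tested. The splice site, length and GC differences and the listed event classes kept their direction and, where a p was computed, their side of the threshold under the settings run for them, but not always their size. The log2 odds ratio of the IR class, -0.37, was -0.66 with a minimum change of 1.5-fold and -0.76 with diffSpliceDGE, and the difference in median length, 12 bases, was 8 for introns called against spliced reads. Their p-values under matched backgrounds were computed for the score, length and GC content, not for the shares with G.

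The change of the AT3G25840 intron reversed to 0.32 (adjusted p 0.593) against reads spliced over it, and that of the PRR9 exon bin, which was not called, reversed to -0.20 (adjusted p 0.771) against its neighbouring bins; the cause was not tested. On simulated data with these library sizes, 10.4% of introns and 4.48% of junctions changed by 1 on the log2 scale were recovered. Of the 9190 raised introns, 8374 were raised again with all libraries thinned to the smallest depth. Depth was not compared with other limits.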

Other observations

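The tests by regrouping of libraries, of depth, of a fall of the gene count, of PRMT5 labels and splicing and of the clock genes were written after the results they measure had been seen in part; the other tests were written before.

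Chance cannot be excluded by regrouping in a design of this size, since 6 libraries make 10 splits of 3 against 3. For the calls of genes, introns, exon bins and junctions, and for the called clock and flowering genes, 1 of 10 splits, the real one, gave as many calls as the genotypes; the other 9 splits gave 0 calls each by edgeR in all 4 tests. DESeq2 and unadjusted p-values were not run on the other splits.

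Raised introns outnumbered lowered ones by 9190 to 416, and technical explanations were set against this. Uneven coverage along genes predicts that called introns in the part of genes nearest the 3′ end are mostly lowered, but 88.5% of 2479 such introns were raised, and against reads spliced over the same intron 95.3% were. The share raised was 98.5% of 2867 in the part nearest the 5′ end and 98.1% of 4239 in the middle part. With the coverage covariate 5519 introns were raised and 128 lowered. Uneven coverage therefore stays a candidate cause for part of the 416 lowered introns. Genomic DNA predicts an even rise over genes, but the rise in intron reads per kilobase was 9.41 times as large in the highest quartile of gene expression as in the lowest. With all libraries thinned to the smallest depth, 8757 introns were raised and 397 lowered. A fall of the gene count does not account for the rise, since 88.6% of raised introns were also raised against library size. In 9 classes of length and GC content, the lowest share raised among called introns was 92.0%, and in genes that overlap no other gene it was 96.1%. An even rise of unspliced RNA over a gene predicts a like change in all of its introns. In 4328 genes with raised and other introns, raised ones had a 5′ splice site score lower by a mean difference of -1.53 (SE 0.0376; within-gene permutation p = 0.0001, the smallest that the resamples can give). A call also depends on the number of reads in an intron, for which the within-gene value makes no allowance. Matched on mean intron count, the difference over all tested introns was -1.35, but that was not within genes. An even rise is therefore not settled by these values. The other values argue against each of the other explanations as the whole cause. A hypothesis is that loss of PRMT5 function may weaken the splicing of introns with weak 5′ splice sites; chance was not excluded by regrouping, and other differences between the plant lines stay open.

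The PRMT5 intron and its other donor separated the genotypes, and 0 libraries had the PRMT5 splicing of the other genotype, which argues against a mislabelled library among these 6. A candidate explanation is a lesion at or near the donor site of this intron in the mutant line. General loss of splicing in the mutant could also raise it. The 3 other tested introns of PRMT5 had a median log2 change of 1.24, against 3.95 for this one. They were not called (edgeR adjusted p 0.0533, 0.188 and 0.778), but they held few reads. Of 34408 tested introns, 456 (1.33%), the PRMT5 intron included, had a change at least as large as 3.95. A lesion and general loss of splicing therefore cannot be told apart from counts alone. Among 64826 annotated introns with at least 100 wild type junction reads, 21, the PRMT5 intron included, had a fall in junction reads relative to the gene as large as that of this intron (log2 change -3.80). No read sequences were analysed here, so no lesion was looked for.

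Exon bin changes followed position in the gene, and uneven coverage between libraries is a candidate cause. Between mutant replicates 3 and 1, which share a genotype and differ in 3′ coverage, the change of a bin went with position at a Spearman rho of 0.60 across bins, and between wild type replicates 1 and 2 at 0.45. With neighbouring bins as the reference the genotype relation was -0.22, in place of -0.67. Gene changes followed exonic length, and the same cause fits part of that. Between mutant replicates 3 and 1 rho was -0.19 across genes, and with the coverage covariate the genotype relation was 0.09, in place of 0.25. Whether RNA quality or genotype set the coverage was not tested.

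Clock genes differed between the genotypes, and a different point of the clock's cycle at harvest could contribute. Over 20 clock genes, the difference between wild type replicates 1 and 2 went with that between the mutant mean and wild type replicate 3, which share no library, at a Spearman rho of 0.83 (Pearson r 0.87), against 0.17 over 21929 other genes. LHY was at 101, 235 and 208 CPM in wild type replicates 1, 2 and 3 and at 77.4, 50.7 and 60.2 CPM in the mutant replicates, and CCA1 was at 77.3, 172 and 153 CPM and at 99.4, 57.1 and 67.5 CPM. Genes are not independent replicates. An altered clock in the mutant and a different harvest time cannot be told apart here, and harvest times are not in the labels. The plants grew under continuous white light, so harvest times alone might not separate these explanations.

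Junctions with at least 10 reads in each library of 1 genotype and 0 in each of the other numbered 6 in the mutant and 9 in wild type, against at most 1 for any other 3 libraries. The direction depended on depth. With all libraries thinned to the smallest depth, a first random draw gave 11 in the mutant and 7 in wild type. Over 100 further draws, made after these counts had been seen, the medians were 8 and 6, with more in the mutant in 82 draws and more in wild type in 11. The draws reuse the reads of the same 6 libraries, so they do not test the genotypes. Tests of explanations for an excess in the mutant had been written and were dropped when the counts at full depth did not show one. The 6 junctions at full depth included the PRMT5 junction from the other donor, and 4 of the 6 lay in genes that rose at least 2-fold. Junction counts assigned to no gene made up 0.113% ± 0.0129 (SD, n = 3) in wild type and 0.142% ± 0.0141 (SD, n = 3) in the mutant (exact permutation p = 0.2).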
